# Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation

**DOI:** 10.1186/1471-2121-11-93

**Published:** 2010-12-02

**Authors:** Rajeswari Jinka, Renu Kapoor, Sivapriya Pavuluri, Avinash T Raj, Mahesh J Kumar, Lakshmi Rao, Gopal Pande

## Abstract

**Background:**

Anchorage independent growth is an important hallmark of oncogenic transformation. Previous studies have shown that when adhesion dependent fibroblasts were prevented from adhering to a substrate they underwent anoikis. In the present study we have demonstrated how anoikis resistant cells gain the transformation related properties with sequential selection of genes. We have proposed this process as a model system for selection of transformed cells from normal cells.

**Results:**

This report demonstrates that some fibroblasts can survive during late stages of anoikis, at which time they exhibit transformation-associated properties such as *in vitro *colony formation in soft agar and *in vivo *subcutaneous tumour formation in nude mice. Cytogenetic characterisation of these cells revealed that they contained a t (2; 2) derivative chromosome and they have a selective survival advantage in non adherent conditions. Gene expression profile indicated that these cells over expressed genes related to hypoxia, glycolysis and tumor suppression/metastasis which could be helpful in their retaining a transformed phenotype.

**Conclusion:**

Our results reveal some new links between anoikis and cell transformation and they provide a reproducible model system which can potentially be useful to study multistage cancer and to identify new targets for drug development.

## Background

The process of cellular transformation involves the conversion of normal cells into malignant cells by acquisition of distinctive features such as indefinite life span, anchorage and serum independent growth, tumor formation, chromosomal abnormalities and altered gene expression [1]. It has been shown that if adhesion dependent normal cells are not allowed to adhere to the substratum, they undergo anoikis; however, many cancer cells can survive without adhering strongly to a substratum [2,3]. Several other studies have also shown that signals related to cell-cell and cell-substrate adhesion play a role in cellular transformation [4]. Oba-Shinjo et al., [5] have shown that sequential cycles of forced anchorage inhibition can act as a stimulus for development of cancer. Thus, anchorage independent growth plays a pivotal role in developing cancer cell invasion and metastasis and it is considered as a hallmark of cellular transformation [6].

In addition to the above, many genetic alterations also increase the proliferative potential of normal cells and desensitize them to signals that normally inhibit growth or promote cell death. These changes, which initially lead to the formation of tumors, can later also, be responsible for their metastatic spread [7]. More recently, it has been shown that initiation of metastatic events in tumors depends on certain specialized cancer cells that are referred to as cancer stem cells. These cells are capable of multipotent cell differentiation which implies that they can self renew and they can produce more malignant cells that migrate to other tissues [8,9]. It has been reported that the tumor phenotype and its cellular heterogeneity are modulated by the microenvironment, which comprises stromal interactions, hypoxia, paucity of nutrients, impaired differentiation, and activation of epithelial-mesenchymal transition (EMT) associated pathways [10]. Chromosomal non-disjunction and the subsequent production of aneuploid daughter cells during mitosis is also a common characteristic of tumour progression [11].

The availability of xenograft tumor models has enabled the verification of the above-mentioned observations and it has allowed us to study the *in vivo *facets of tumorigenesis, which include angiogenesis and metastasis. Although several xenograft models are available, the genetic and epigenetic alterations associated with the conversion of tumorigenic to metastatic cells are only poorly understood [12].

We have developed a xenograft tumour model with transformed rat fibroblasts, which are obtained by rescuing cells from the process of anoikis. This model is based upon our earlier studies on the signalling properties of these cells during anoikis [13,14]. In our model we have demonstrated that cells that can survive the process of anoikis in the early stages exhibit properties of transformed cells such as tumour formation and chromosomal instability. They also express genes correlated with the metastatic properties of cancer cells. We propose that this model could be very useful in understanding the relationship between anoikis and cell transformation and it could be used to identify new targets for drug development to prevent cancer metastasis.

## Results

### Cell viability and Transformation

We estimated the viability of F111 fibroblast cell line (Additional File 1 Figure S1a) and skin fibroblast primary culture (PC) cells (Additional File 1 Figure S1b), under adherent and non-adherent conditions. When cells, from either cell type were incubated on agarose-coated surfaces, they lost their viability very significantly with passage of time, as shown in Figure 1A. Approximately, 15-20% F111 cells and 3-5% PC cells remained viable even after remaining suspended for 16 h; but an insignificant number of F111 NA24 cells (< 4%) were viable after 24 hrs. The surviving cells after remaining suspended for 16 h on agarose have been referred in text as F111 NA16 (Additional File 1 Figure S1c) cells and PC NA16 (Additional File 1 Figure S1d) cells respectively.

**Figure 1:**
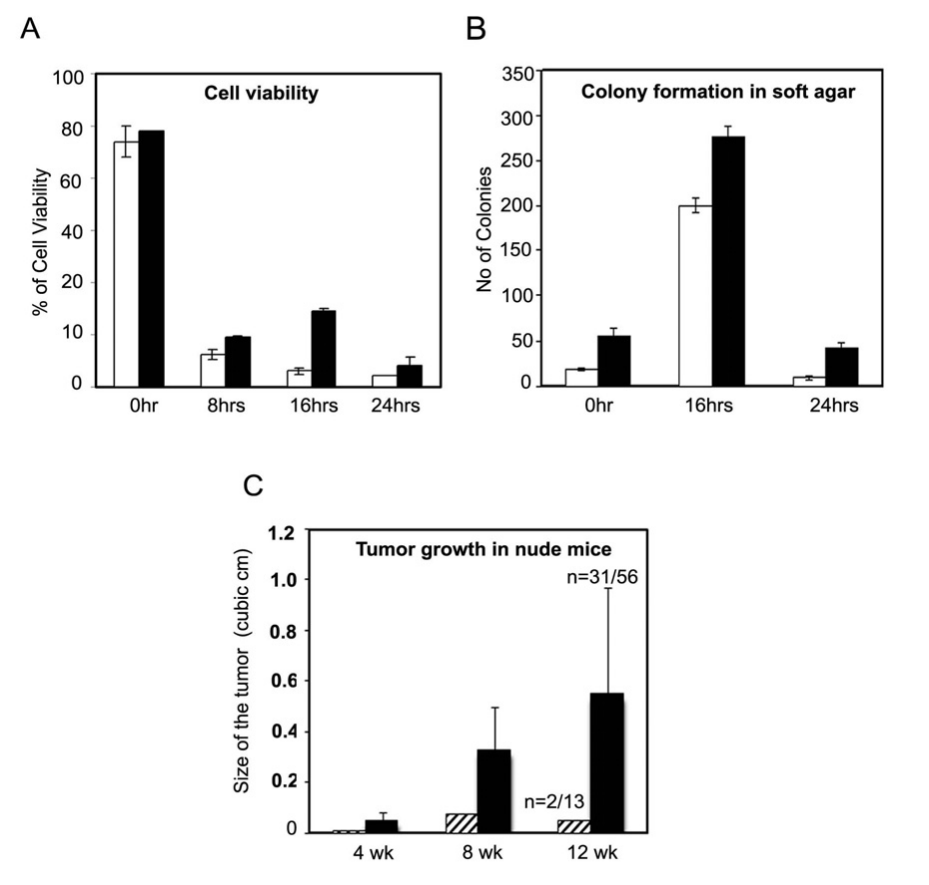
**Cell viability and transformation assays**. A. **Cell viability of Primary and F111 cells**. Cells were collected by trypsinization and plated on agar-coated surfaces at their represented time periods and assayed for viability by using MTT. Loss of cell viability is progressed with the time as shown in the figure with unfilled and filled bars representing Primary and F111 cells. B. **Soft agar colony formation of primary and F111 cells. **1×10^5 ^cells collected at the indicated time periods were mixed with 0.3% of agar and overlaid on 1% agar. The colonies with more than 50 cells were accounted and the number was high at 16 h time period as indicated in the figure. Unfilled and filled bars in the figure represent Primary and F111 cells. C. **Tumour formation assay in nude mice**. Adherent for 16 hrs (A16) (crossed bars) and non-adherent for 16 hrs (NA16) (Filled bars) cells derived from F111 cells were injected subcutaneously in to nude mice and the size of the tumour increased with F111 NA16 cells was measured at indicated time periods and average size of the tumour is represented in the figure.

F111 NA16 and PC NA16 cells were subjected to the soft agar colony formation assay as described and the results are shown in Figure 1B. The colonies obtained from both cell types are shown in Additional File 1 Figure S1e&f. We observe only background of 20 colonies from adherent PC cells (0 h), but with PC NA16 cells approximately 200 colonies/1×10^5 ^viable cells were observed. F111 A16 cells showed 56 colonies, which increased to 274 colonies in F111 NA16 cells. With NA 24 cells, derived either from PC or F111 cells, a very small number (< 30) of colonies were seen due to loss of viability to near zero levels. These results clearly show that both PC and F111 cells exhibit the transformed cell phenotype in their NA16 but not in the A16 counterpart. The colonies seen in F111 A16 cultures could be due to some partially transformed cells, containing chromosomal changes, which were present in the original cultures (see Discussion).

### Tumour formation in nude mice

To further confirm the transformed status of PC NA16 and F111 NA16 cells, all cell types were injected subcutaneously in to 6-8 week old homozygous nude mice (Nu/Nu). Tumour formation was measured at weekly intervals. PC cells did not show any tumour growth with either A16 [3 animals] or NA16 cells [3 animals] (Figure 1C). With F111 A16 cells, we observed only a small nodule like outgrowth after 4-6 weeks post injection in 2 out of 13 animals. This nodule did not grow further and regressed. In F111 NA16 cells, 31 out of 56 animals showed tumour growth after 4 weeks post injection and tumors grew rapidly and reached to a size of approximately 0.55 ± 0.05 cm^3 ^within 12 weeks, after which tumor-bearing animals died.

Histopathological examination of tumours and other tissues in these 31 animals was done by H&E and collagen specific Masson-Trichome staining. In all tumor sections, we found that the injected cells grew densely as spindle shaped neoplastic cells with crescent shaped nuclei and high amount of collagen secretion, indicative of fibrosarcomatous growth (Additional File 2 Figure S2A, D). Staining pattern of lung and liver sections from these animals showed that these neoplastic cells with crescent shaped nuclei, invaded into the lung and liver between 8-12 weeks of post injection (Additional File 2 Figure S2B, C, E&F), indicating the metastatic nature of the tumour.

### Chromosomal abnormalities and clonal selection

For identification of numerical and structural chromosomal changes we did the spectral karyotype analysis of metaphase chromosomes stained with whole chromosome paints of the rat in all the cell types as described in Methods. The classified karyotypes of all cell types are shown in Figure 2 and the karyotypic formulae of all the cells studied for each cell type are shown in Table 1. Full karyotypes including the inverted DAPI images, G banded images and RGB color assigned, are shown in Additional File 3 Figure S3. PC A16 cells showed a normal karyotype with a 40XY chromosomal complement indicating the veracity of our chromosomal painting methodology. F111 cells showed aneuploidy, which increased remarkably in F111 NA16, colony derived and tumour derived cells. Metaphases analysed from all the cell types showed a t(6;6) robertsonian translocation however, cells with another robertsonian translocation t (2; 2), which were < 15% in F111 A16 cells, increased to approximately 25% in F111 NA16 and upto 100% in colony derived and tumour derived cells. Other chromosomal abnormalities also increased in F111 NA16, colony derived and tumour derived cells. These data clearly depict that cells bearing chromosomal derivative t (2; 2) had a survival advantage in the non-adherent condition. These cells also had the tendency to accumulate other chromosomal abnormalities.

**Figure 2:**
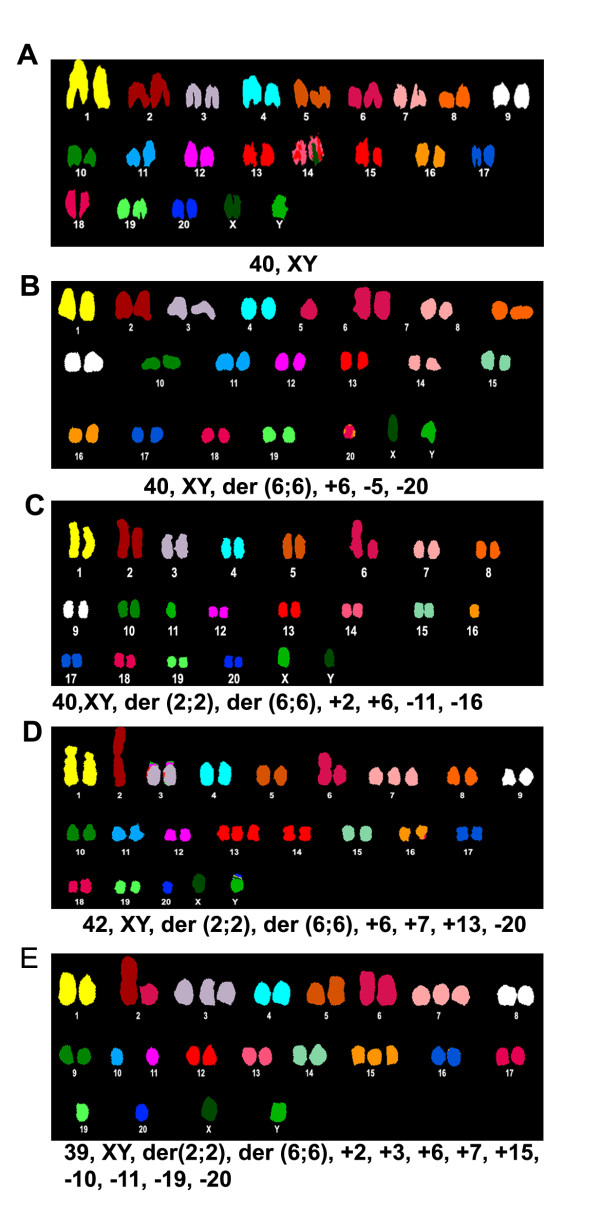
**Spectrally classified karyotypic images**. Spectrally classified pseudo-colored chromosomal images with t(2;2) derivative and other abnormalities was shown in the karyotypes of the metaphases from PC (A), F111 (B), F111-NA16 (C), F111-colony cells (D) and F111-tumour cells (E).

**Table 1:** Chromosomal arrangement in different karyotypes

A16	NA16	Colony Cells	Tumor cells
40, XY, der (6;6),+6 41, XY, der (6;6),+6 41, XY, der (6;6),-20 40,XY, der (6;6),+6,-20 40, XY, der (6;6),-18(1) 40, XY, der (6;6),+6,-11,-18 40, XY, der (2;2),der (6;6),+2 40, XY, der (2;2),der (6;6),+6,-20 40, XY, der (6;6),+6,-18,-20 40, XY, der (6;6),+6,-20(1) 40, XY der (6;6) add (2p), +6, -19,-20 40, XY der (6;6) +7 -12 -20 40,XY, der (6;6), +6,-5,-20 40, XY der (6;6) add (2p), +6, -19, -20 40, XY der (6;6) +7 -12 -20 41, XY der (6;6) add(2p) +6 -5 -20 42, XY, der (2;2),der (6;6), +2,+6	41,XY der (6;6) +2(2),+6,-12,-18,-20(p) Y 41,XY der (6;6) add (2p) +6,-19 41,XY der (6;6) add (2p) +6 40,XY der (2;2) der (6;6) add (2p) -3 40,XY der (6;6) add (2p) +6,-12,-14 40,XY der (6;6) -16 40,XY der (6;6) -20 40,XY der (6;6) add (2p) +6,-11,-16 39,XY der (6;6) add (2p) -3,-9,-11 38,XY der (2;2) der (6;6) +6,-10,-11(2) -20 37,XY der (6;6) +6,-3,-9,-11,-12(2) Y 36,XY der (2;2) der (6;6) +6,-1,-8,-14(2) -20	41,XY der (2;2),der (6;6) +6,+7,-20 42,XY der (2;2),der (6;6) +6,+7,+13,-20 41,XY der (2;2),der (6;6) +6,+7,+19,-3 41,XY der (2;2),der (6;6) +6,+7,-8 41,XY der (2;2),der (6;6) +6,+7,-16 41,XY der (2;2),der (6;6) +6,+7,-18 41,XY der (2;2),der (6;6) +6,+7,+19,-3 40,XY der (2;2),der (6;6) t(9;11) +3, +6,+7,-15,-19,-20 40,XY der (2;2),der (6;6) +6,+12,-1,-16 40,XY der (2;2),der (6;6) +6, -20 39,XY der (2;2),der (6;6) +6,+7,-8,-19,-20 39,XY der (2;2),der (6;6) +6,+7, -8, -19, -20 39,XY der (2;2),der (6;6) t(7;14) +(12;20) +6,+7,-12,-14,-20 39,XY der (2;2),der (6;6) t(1;190),+7,-17, -19 37,XY der (2;2),der (6;6) +6,+7,-9,-13,-14,15,-20 37,XY der (2;2),der (6;6) +6,+7,-18(2), -20	40, XY der (2;2) der (6;6) +2 +6 -18 -20 44, XY der (2;2) der (6;6) t (3;7) +2 +6 +7 -14 43, XY der (2;2) der (6;6) add (5p) +3 +4 +6 +7 +16 -4,20,Y 41, XY der (2;2) der (6;6) (add (4p) del (14p) +2 +6 -15 41, XY der (2;2) der (6;6) +2 +6 +7 -3 -16 41,XY der (2;2),der (6;6) +3,+6,+15, -18, -20 41,XY der (2;2),der (6;6), add (5p) +6,+7, -18 41,XY der (2;2),der (6;6), add (5p),+2,+7, +16, -11, -12, -19, -20 40,XY der (2;2),der (6;6), add(5p), +6,+7, -14, -20 40, XY der (2;2) der (6;6) add (5p) +6 +7 -13 -20 Y 39, XY der (2;2) der (6;6) +2 +6 -16 -18 -19 39, XY der (2;2) der (6;6) t (5;12) +6 +7 -15 -20 Y 38, XY der (2;2) der (6;6) t (6,7) add (7p) +6 -3 -4 -15 -20 38, XY der (2;2) der (6;6) t (7;8) t (12;17) +6 -8 -12 -14 -20, Y

The chromosomal arrangement of different karyotypes from A16, NA16, colony cells and tumour cells.

### RNA profiling and differential gene expression

RNA was isolated from A16, NA16, colony and tumour-forming F111 cells as described in Additional File 4. 

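Arrays of F111 A16 cells and of colony derived cells were analysed here, and those of F111 NA16 and tumour cells were not analysed here. F111 is a line of rat fibroblasts, the cells that lay down and attach to the collagen-rich matrix of connective tissue. A16 cells had stayed adherent for 16 h, and Colony cells came from NA16 cells kept in soft agar for 7 days, which were freed from the agar and left to attach for a short period before they were processed. Each group had 3 arrays, namely biological replicates 1 and 2 and an array named technical replicate 2, whose labels carry no biological number. This array was averaged on the log2 scale with biological replicate 1 of its group, so that n = 2 cultures per group. For biological replicate 2 of the Colony group, 1 label field names tumour cells and the other fields name colony cells. It was kept as Colony, and fits without it were also made. Leaving out any biological replicate leaves 1 culture in its group, so the spread then comes from the other group alone. Calls and counts from such fits are therefore no separate test. The authors summarised the scanned probe sets with RMA and with PLIER and deposited both for the same arrays as linear intensity, not as log2 values. The median RMA intensity of the 6 arrays lay between 97.6 and 101. From there, log2 RMA values of 31042 probe sets were tested with limma, after 57 control probe sets were left out. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the fold threshold of the paper. Each gene was represented by its brightest probe set over the 6 arrays, among the 20826 probe sets that the annotation gives 1 gene symbol. Present or absent calls were not used here, so it is not known which probe sets lie above background, and the number of arrays limits the precision.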

F111 A16 RNA was used as reference to obtain the fold change (FC) values in other cell types. Each microarray experiment is repeated biologically and technically twice. 

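Mmp3, the matrix metalloprotease stromelysin 1, had RMA intensities of 43.4, 48.2 and 30.3 on the arrays of A16 biological replicate 1, technical replicate 2 and biological replicate 2, and of 1449, 1542 and 1844 on the same order of Colony arrays. Spp1, which encodes the secreted phosphoprotein osteopontin, spread more within the Colony group, with 752, 881 and 1297. For Hk2, which encodes the hexokinase that starts glycolysis in muscle and many tumour cells, the groups overlapped, with 214, 158 and 422 on the A16 arrays and 174, 114 and 106 on the Colony arrays. Over all probe sets the technical array of A16 differed from biological replicate 1 with an SD of 0.17 on the log2 scale, and from biological replicate 2 with an SD of 0.30. The technical array of the Colony group stood about equally far from both cultures, with an SD of 0.22 from replicate 1 and 0.24 from replicate 2, while these cultures differed by 0.33. An A16 array and a Colony array differed by an SD of 0.67 to 0.76, above the spread within either group.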

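In Colony cells the probe set annotated as Mcpt8, a serine protease of the mast cell protease family whose paralogs are alike in sequence, so that it is uncertain which of them changed, was higher than in A16 cells with an FC value of 103, and Mmp10, the matrix metalloprotease stromelysin 2, with an FC value of 50.2. Pcdh9, a protocadherin of cell contacts, rose 40.1-fold, Scg2, a protein of secretory granules, 38.2-fold, and Mnda, a nuclear antigen known from myeloid cells, 37.8-fold. Sod3, the extracellular superoxide dismutase, rose 34.7-fold and Fgg, the gamma chain of fibrinogen, 32.4-fold. The A16 values of Mcpt8, Pcdh9 and Scg2 lay at the 8.7, 9.9 and 5.3 percentile of probe sets, so the size of these rises is uncertain. With PLIER as log2(value + 16) the FC values of Pcdh9 and Scg2 were 21.8 and 20.4, and as log2(value) 36.4 and 32.7. Among the genes that fell most, Colec12, a scavenger receptor, had an FC value of -92.6 and the homeobox gene Meox2 one of -49.9. Heph, a ferroxidase that takes part in iron export, had -66.3 and Rtp4, a gene known to be induced by interferon, -31.3. The Colony values of Colec12, Heph and Meox2 lay at the 6.6, 13.3 and 13.2 percentile of probe sets, so the size of these falls is uncertain. With PLIER as log2(value + 16) their FC values were -55.3, -41.6 and -36.8, and as log2(value) -93.1, -70.2 and -60.7. In log2 terms Mmp10 rose by 5.65 (standard error 0.13, adjusted p = 6.61e-06 from limma, n = 2 cultures per group) and Colec12 fell by 6.53 (standard error 0.15, adjusted p = 6.61e-06 from limma). Altogether 3045 probe sets were called, of which 1242 were higher and 1803 lower in Colony cells. Of 14217 genes, each by its brightest probe set, 620 were called higher and 676 lower; counting any of their probe sets, 742 were called higher and 1285 lower, 23 of them both ways. Of the 3045, 3028 had every Colony array above, or every Colony array below, all A16 arrays in both RMA and PLIER values, and as they were selected on these arrays this is no separate test. At an adjusted p under 0.05 with no fold threshold, 7056 probe sets differed. With biological replicate 2 of the Colony group left out, the A16 cultures alone give the spread, so its number of called probe sets is not given. Counts of list genes given below for that fit are no separate test. The genes of Table 2 that rose had FC values in that fit of 13.8 for Egln3, 49.5 for Adh1, 3.06 for Aldh3a1, 40.1 for Mmp3, 9.23 for Spp1 and 2.93 for Rb1. The methods' t-test on the same 2 cultures per group called 2383 probe sets at an unadjusted p and 0 after Benjamini-Hochberg adjustment; on the 6 arrays, which counts technical arrays as samples, it called 2627 (RMA) and 2745 (PLIER) after adjustment, and limma on the cultures called 3136 at an unadjusted p.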

Venn diagrams of the number of genes showing up or down regulation with FC value > 2.0 and with p value of < 0.05 have been shown in the Figure 3A. The same results are represented as volcano plots in Figure 3B, C and 3D. As can be seen in the plots, the number of genes affected continues to increase with the process of transformation as shown in Figure 3A. In the up regulated category this increase is represented by the expression of hypoxia related gene Stc1, which increased to a FC value 55.9 in F111 NA16 cells, dropped below the FC value > 2.0 in colony derived cells and again increased to FC value 48.4 in tumor derived cells (Table 2).

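Stc1, which encodes stanniocalcin 1, a hormone of calcium and phosphate balance, did not pass the test in Colony against A16 cells. Its log2 RMA intensity was 5.77 ± 0.18 (SD, n = 2 cultures) in Colony and 5.67 ± 0.17 (SD, n = 2) in A16 cells, a log2 FC of 0.10 (standard error 0.16, adjusted p = 0.731 from limma), and its 2 dimmer probe sets had log2 FC values of 0.12 and -0.03 (adjusted p = 0.622 and 0.917). Of the hypoxia genes of Table 2, the one that rose was Egln3, a prolyl hydroxylase that marks Hif-1α for degradation and is itself induced by it. Egln3 went from 7.99 ± 0.32 to 11.62 ± 0.22 (SD, n = 2), which is an FC value of 12.4 (log2 standard error 0.19, adjusted p = 6.44e-05 from limma). Hif1a, the subunit of the transcription factor that oxygen controls, was at 12.71 ± 0.02 in Colony against 11.76 ± 0.05 in A16 cells (SD, n = 2), so that its adjusted p was 0.00272 from limma but its FC value of 1.93 stayed under 2. The probe sets of Vegfa, the vascular endothelial growth factor, disagreed, the brighter with a log2 FC of 0.07 (standard error 0.20, adjusted p = 0.847) and the other, which fell, with -1.19 (standard error 0.25, adjusted p = 0.0168). Vhl, the ligase subunit that removes hydroxylated Hif-1α, and Ddit3, a transcription factor of the unfolded protein response, had log2 FC values of 0.30 and 0.17 (adjusted p = 0.233 and 0.418). In all, 1 of these 6 genes rose, 0 fell and 5 did not pass, also when adjusted over the list alone; the paper picked them on these arrays among others, so the list is not independent evidence of a direction. As a set they had an adjusted p of 0.0670 from camera. With the culture as a random block they had 0.00815 (higher), but 0.0524 on the same 6 arrays as separate samples. Their median log2 FC was 0.24, and 0.39 without Colony replicate 2, a fit with 1 Colony culture.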

**Figure 3:**
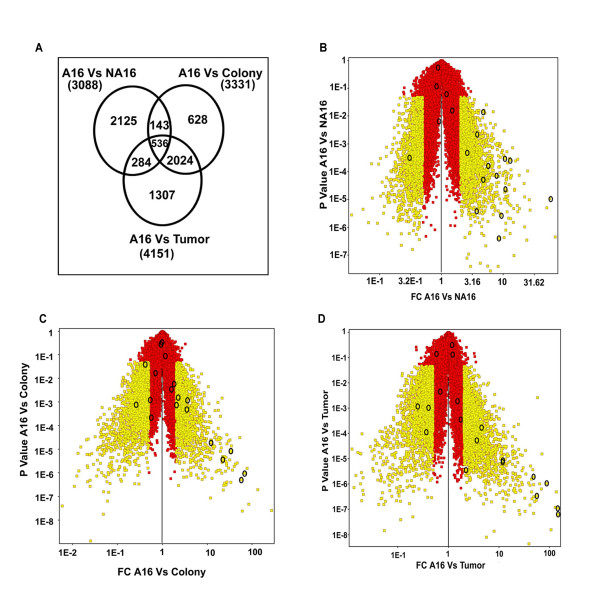
**Venn diagram and Volcano plots representing the summary of microarray results**. Figure A represents venn diagram, where each circle shows the main effects of Avadis analysis: A16 Vs NA16, A16 Vs Colony and A16 Vs Tumour. Numbers inside each compartment represents the number of transcripts that are significant for that effect. The intersections of the sets represent genes with *P *< 0.05 and Fold change 2 for each of the effects involved in the intersection. Note the expansion of transcripts that are significant and high from A16 Vs NA16 to A16 Vs Tumour. B, C and D represent Volcano plot comparison of gene expression between A16 Vs NA16, A16 Vs Colony and A16 Vs Tumour. The *x *axis indicates the differential expression profiles, plotting the fold-induction ratios in a log scale. The *y *axis indicates the statistical significance of the difference in expression (*P *value from a *t *test). Yellow color represents genes with *P *< 0.05 and Fold change 2. Squares within circles show potentially interesting genes from a biological standpoint. The increase in the fold change was observed from A16 to tumor cells and the genes that were obtained within the significant range were analysed through affymetrix database for different process based on functional annotations as shown in the Additional File 5 Figure S4.

**Table 2:** Validation of selected genes by quantitative real time PCR

Pathways	Genes	Microarray			QPCR		
		NA16	Colony	Tumor	NA16	Colony	Tumor
**Hypoxia**	**Hif1a**	NC	4.71	2.08	0.51	1.60	1.78
	**Stc1**	55.90	NC	55.60	873.10	1.01	347.26
	**Vegfa**	-2.5	3.73	NC	10.56	1.37	6.59
	**Vhl**	3.68	NC	NC	6.45	1.12	1.80
	**Ddit3**	8.45	2.14	4.64	11.31	1.52	1.00
	**Egln3**	7.72	12.18	11.58	68.12	22.16	25.46

**Glycolysis/Gluconeogenesis**	**Pfkm**	3.60	-3.8	NC	4.29	1.32	2.35
	**HK2**	4.78	NC	NC	29.02	1.36	3.05
	**Pdk1**	9.11	NC	-2.75	13.00	1.00	2.00
	**Adh1**	10.76	66.9	47.76	4.44	216.77	135.30
	**Aldh3a1**	10.52	3.49	-2.36	3.36	18.38	1.04
	**Slc2a1**	5.80	NC	2.11	27.86	1.64	1.78

**Tumor formation/** **metastasis**	**Spp1**	NC	22.24	145.20	6.19	64.00	139.10
	**Mmp3**	NC	33.52	87.30	0.03	0.04	6.68
	**Egfr**	2.43	-2.46	NC	0.01	0.01	0.10
	**Rb1**	2.48	3.17	3.60	0.69	1.12	2.64

Total RNA was collected from F111-NA16, Colony and tumour cells and validated for the selected genes of Hypoxia, glycolysis/gluconeogenesis and tumour formation/metastatsis from microarray data and were compared with control[F111-A16]. Genes showed the same trend in regulation in the qPCR and microarray experiments, but not necessarily by the same fold change. No change (NC) refers to a gene whose expression was below twofold with *p *Value less than 0.05 for the microarray.

We classified the genes into 14 different pathways using Genmapp and Affymetrix databases (Additional File 5 Figure S4). The information for the functional classification of different pathways is taken from Genmapp and gene annotation list for each pathway was obtained from the Affymetrix. The maximum number of genes alterations (254) were seen in the tumor formation/metastasis category (Additional File 5 Figure S4A large circles) but the maximum quantitative change in gene expression occurred in genes belonging to the hypoxia and glycolysis pathways (Additional File 5 Figure S4A small circles). 

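Of 35 genes of the extracellular matrix, 18 fell, 4 rose and 13 did not pass in Colony against A16 cells, with a median log2 FC of -1.06. Among those that fell were Fn1, the fibronectin that integrins bind (log2 FC -2.15, standard error 0.13, adjusted p = 9.42e-05 from limma), Col1a1, the main chain of collagen I (log2 FC -2.72, standard error 0.31, adjusted p = 0.00136), the small proteoglycan Bgn (log2 FC -4.00, standard error 0.29, adjusted p = 0.000213), Col11a1, a chain of the fibril collagen XI (log2 FC -3.82), and the laminin chain Lama4 (log2 FC -3.55), whereas the collagen VI chain Col6a2 rose by 3.85. Among 24 matrix proteases and their inhibitors 4 rose and 2 fell: the secreted proteases Mmp3, Mmp10, Mmp13 (log2 FC 2.10) and Mmp12 (log2 FC 1.09) were higher, and Mmp14, which is anchored in the membrane and activates other proteases, and the plasminogen activator Plat were lower (log2 FC -2.13 and -1.52). Of 19 alcohol and aldehyde dehydrogenases 4 rose and 0 fell. Among the 4, Adh7 had an FC value of 25.6, and with PLIER 16.2 as log2(value + 16) and 21.1 as log2(value). Aldh1a3 had an FC value of 3.83, and these 2 enzymes turn retinol and retinal towards retinoic acid. The others were Adh1 and Aldh3a1, which the paper picked with these arrays in hand, so the list is not independent evidence of a direction; without the genes of Table 2, a test added after seeing the data, 2 of 17 rose and camera gave an adjusted p of 0.0718. In contrast, of 18 genes of glycolysis 0 rose, 17 did not pass and 1, the lactate dehydrogenase subunit Ldhb, fell (log2 FC -1.18, adjusted p = 0.00156). Of 24 genes of integrins and focal adhesions 3 rose and 0 fell, namely the laminin-binding integrin subunits Itga6 (log2 FC 1.52) and Itga3 (log2 FC 1.35) and the actin linker Vcl (log2 FC 1.07). Probe sets of Itga6 and of Vcl disagreed: over the mean of all its probe sets Vcl had a log2 FC of -0.35 (adjusted p = 0.268) and Itga6 one of 0.30 (adjusted p = 0.153). Without Colony replicate 1 the log2 FC of Itga3 was 0.93 and that of Vcl 0.97, and without A16 replicate 1 that of Vcl was 0.96, under the fold threshold.

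**Figure D1:**
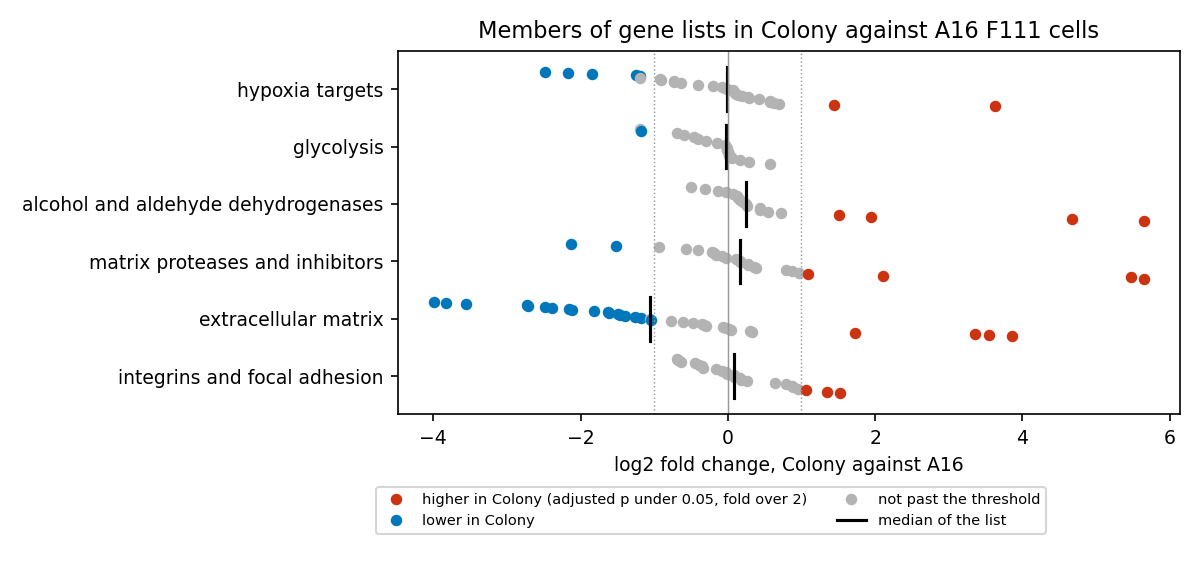
Each point is the log2 fold change of 1 gene, Colony against A16 cells (n = 2 cultures per group), on the horizontal axis, for 6 gene lists on the vertical axis. Red points were higher and blue points lower at an adjusted p under 0.05 and a fold change over 2, grey points did not pass, vertical bars are list medians and dotted lines mark a fold change of 2; in the extracellular matrix list 18 blue points lie on the left and 4 red points on the right.

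Adjusted over the list alone, the counts in these 5 lists did not change. Against all other genes, camera gave the extracellular matrix list an adjusted p of 1.11e-07 (lower) and the dehydrogenases 0.00633 (higher). Each of these lists had an adjusted p = 0.254 with an estimated correlation, a setting in which no list passed. The adjusted p was 0.280 for the proteases, 0.228 for glycolysis and 0.508 for integrins. With the culture as a random block the proteases had 0.00272 (higher), but 0.315 on the same 6 arrays as separate samples. The median log2 FC of glycolysis was -0.03, and -0.20 without A16 replicate 1, a fit with 1 A16 culture. Without Colony replicate 2, 16 genes of the extracellular matrix fell and 4 rose, 4 integrin and focal adhesion genes rose, and the counts of the other 3 lists stayed as given. Without A16 replicate 1, 3 glycolysis genes fell, 5 matrix proteases and inhibitors rose and 4 fell, and 4 integrin and focal adhesion genes rose and 1 fell. Over the mean of all probe sets 2 glycolysis genes fell, and 1 integrin and focal adhesion gene rose and 1 fell. Of the extracellular matrix genes, Col14a1 (log2 FC -0.70), Col18a1 (log2 FC -0.87) and the risen Vcan (log2 FC 0.97) then lay under the fold threshold.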

We validated the expression of some genes in these 3 pathways (depicted as empty circles in Figure 3A-C) in greater detail by using quantitative PCR (Q-PCR). The primers used for this analysis are shown in Additional File 6 Table S1 and the gel pictures of QPCR are shown in Additional File 7 Figure S5. Comparison of the microarray and the QPCR results, as shown in Table 2 clearly validate the microarray data for all the genes that we have analysed.

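Adh1, an alcohol dehydrogenase that the reference used for names calls Adh1c, rose most among the glycolysis and gluconeogenesis genes of Table 2, from a log2 RMA intensity of 5.64 ± 0.36 in A16 to 11.30 ± 0.04 in Colony cells (SD, n = 2 cultures). This is an FC value of 50.4 (log2 standard error 0.19, adjusted p = 1.39e-05 from limma), but its probe sets disagreed in size: a dimmer one had an FC value of 2.78 (adjusted p = 0.000482), and the mean of its probe sets 11.8. Aldh3a1, an aldehyde dehydrogenase, rose with an FC value of 2.86 (log2 standard error 0.15, adjusted p = 0.000902). The other 4 did not pass: Slc2a1, the glucose transporter Glut 1, had an FC value of 1.49 (adjusted p = 0.0254), Pdk1, the kinase that holds back pyruvate dehydrogenase, -1.89 (adjusted p = 0.00317), Pfkm, the muscle phosphofructokinase, -1.32 (adjusted p = 0.108) and Hk2 -2.28 (adjusted p = 0.0608; it was called lower with the dim probe sets left out, adjusted p = 0.0409, with scaling on the brightest probe sets, adjusted p = 0.0309, and without A16 replicate 1, with a log2 FC of -1.79). A dimmer probe set of Pfkm did pass, with an FC value of -3.05 (adjusted p = 0.00105). Of the tumour formation genes, Mmp3 rose with an FC value of 44.6 (log2 standard error 0.22, adjusted p = 2.34e-05), Spp1 with 11.6 (standard error 0.22, adjusted p = 0.000121) and Rb1, the retinoblastoma gene that restrains entry into S phase, with 3.20 (standard error 0.15, adjusted p = 0.000480). With PLIER the FC value of Mmp3 was 27.7 as log2(value + 16) and 36.5 as log2(value). The paper's Q-PCR of Mmp3 in Table 2 goes the other way, lower in colony than in A16 cells. For Spp1 it goes the same way as the arrays, and for Rb1 it shows little change. Egfr, the receptor of epidermal growth factor, fell (log2 FC -1.16, standard error 0.23, adjusted p = 0.0129), but its log2 FC was -0.99 with the 6 arrays as separate samples, -0.88 with technical arrays averaged with biological replicate 2, -0.84 over the mean of its probe sets, -0.95 without A16 replicate 2 and -0.86 without Colony replicate 2, all under the fold threshold. A dimmer probe set of Egfr passed with a log2 FC of -1.33 (adjusted p = 0.00169), and the dimmest had -0.04 (adjusted p = 0.897).

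**Figure D2:**
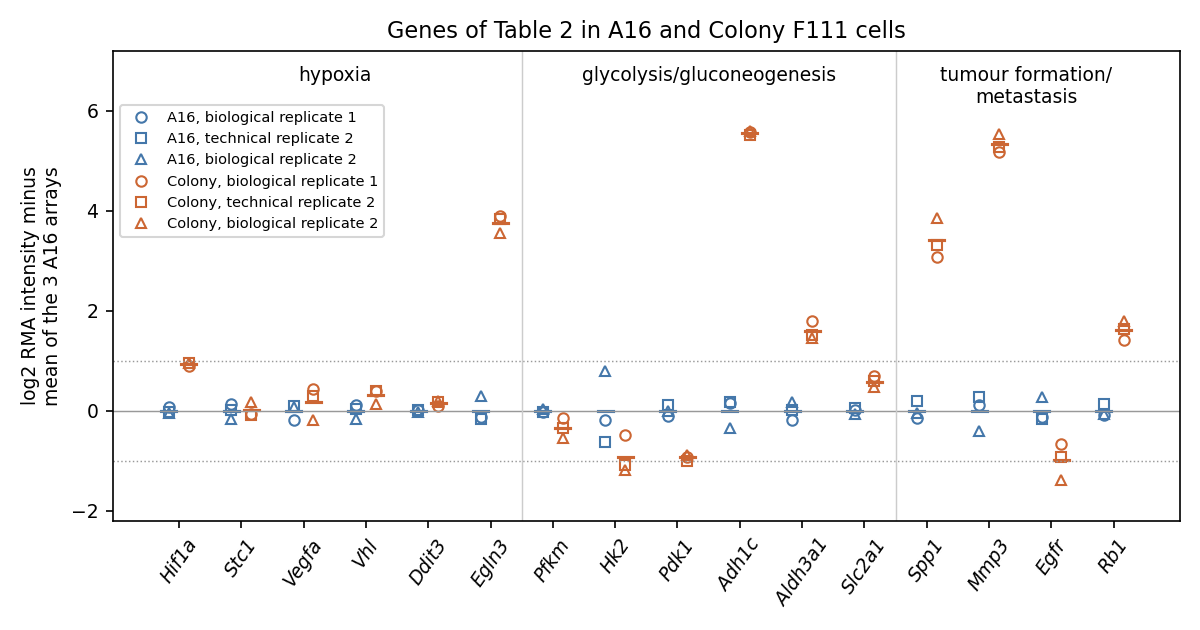
Log2 RMA intensity of the 16 genes of Table 2 on each of the 6 arrays, minus the mean of the 3 A16 arrays of that gene. Blue symbols are A16 and orange symbols Colony arrays, the shape gives the replicate, short bars are means over 3 arrays and dotted lines mark a fold change of 2; all Colony arrays of Egln3, Adh1c, Aldh3a1, Spp1, Mmp3 and Rb1 lie above the upper dotted line.

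So 2 of the 6 glycolysis and gluconeogenesis genes rose and 0 fell (2 and 1 when adjusted over the list alone), and 3 of the 4 tumour formation genes rose and 1 fell, also when adjusted over the list alone. Both lists were chosen by the paper with these arrays in hand and are not independent evidence of a direction. As a set the glycolysis and gluconeogenesis genes had an adjusted p of 0.673 from camera. With the culture as a random block they had 0.00586 (higher), but 0.617 on the same 6 arrays as separate samples. The tumour formation genes were too few for this test.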

### Cellular expression of hypoxia related proteins

Further validation of 3 genes in the hypoxia pathway (Stc1, Hif1α, Vegfa) was done by immunofluorescence staining of cells and immune blotting methods. The results clearly showed the maximum expression of all the 3 proteins in F111 NA16 cells by both methods (Figure 4A&4B) although the colony and the tumor derived cells showed higher protein levels compared to A16 cells. The significance of these results could be reflected in the fact that NA16 cells survive under highly stressful conditions.

**Figure 4:**
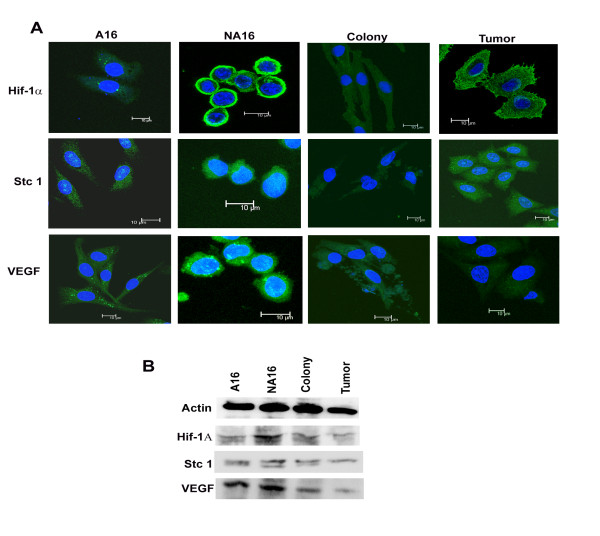
**Expression of Hif-1 α, Stc 1 and VEGF**. The figure includes the immuno-fluoroscence staining of Hif-1 α, Stc 1 and VEGF of A16, NA16, colony and tumour cells respectively (A). Western blot pattern for the expression of actin, Hif-1α, Stc 1 and VEGF, the equal amount of lysates collected from A16, NA16, colony and tumour cells was considered for 10% SDS-PAGE (B). The Figure represents the increased expression pattern with F111 NA16 cells.

### Cancer stem cell like properties

ABCG2 and CD-133 are usually expressed as specific cell surface markers on stem cells. Side population analysis is based upon the stainability of cells with a vital fluorescent dye Hoechst 33342 that enters live cells and quantitatively binds to nuclear DNA. In stem cells the dye is pumped out due to the activity of multi drug resistance (MDR 1-4) family of proteins of which ABCG2 is a member. Due to this stem cells stain poorly with Hoechst 33342 as compared to other cells and this process is inhibited by verapamil which acts on the pump. Our results with confocal microscopy showed an increase in expression of both ABCG2 and CD133 proteins in F111 NA16 cells and in the colony derived cells but expression of both these proteins in tumour derived cells was lower (Figure 5A&5B). Side population (SP) cell analysis of each cell type by flow cytometry also showed an increase in the percentage of SP cells from 0.06% to 0.33% from A16 cells to NA16 and further to 0.89% in colony cells but SP cell number in tumour cells was very low (Figure 5Ca-d). This low percentage of SP in tumour cells could be because the expression of ABCG2 protein was not maintained from NA16 to the tumour stage because of the diversification in there expression pattern. The SP phenotype of these cells was valid because when the cells were treated with verapamil for 30 minutes, prior staining with Hoechst, the SP cell number in each cell type was negligible (Figure 5Ce-h).

**Figure 5:**
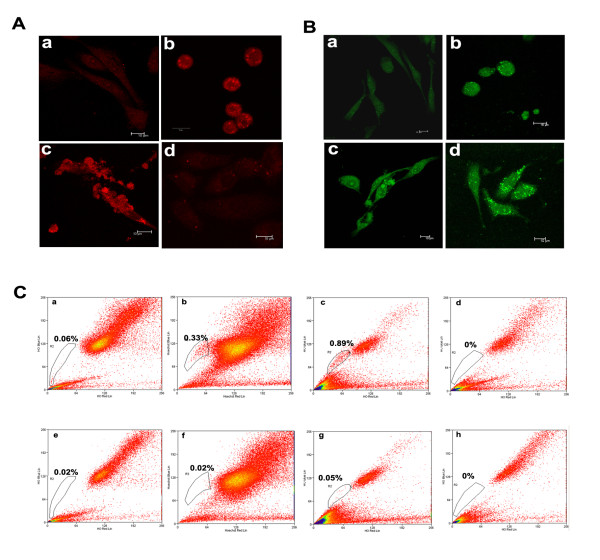
**Cancer Stem cell marker analysis**. Immunofluoroscence of different type of cells derived from F111 cell lines, representing A16 (a), NA16 (b), colony (c) and tumour (d) cells were stained with specific stem cell marker proteins such as ABCG 2 (Figure 5A) and CD133 (Figure 5B). The figure indicates the higher expression for both proteins in F111 NA16 cells. Magnification bars are included in the figure. Figure 5C Flow Cytometry analysis. FACS analysis for side population activity in A16, NA16, colony and tumour cells were done by staining with Hoechst dye (a, b, c, d successively) and their respective inhibition with verapamil treatment (e, f, g, h successively). The Side population community is represented in the gate and was high in F111 NA16 as shown in the figure.

## Discussion

Transformation at cellular level refers to the collective changes, such as uncontrolled cell division and morphological alterations etc., which occur to convert a normal cell to cancer cell [15]. In this report we have analyzed the involvement of anchorage independent cell survival in inducing cellular transformation by considering the properties of primary skin fibroblast cultures and the F111 cell line. Upon prevention of adhesion to the substratum these cells entered into apoptosis during which their morphology and gene/protein expression profile were altered significantly. NA cells of both origins showed an incremental increase in the percentage of cells that are committed to die with passage of time that they have spend in the non-adherent state (Additional File 1 Figure S1). In the F111 NA16 cell population, about 20% cells stayed alive and they were rich in apoptotic proteins such as caspase 3 and they also showed DNA fragmentation [13,14]. However, these cells could be rescued as transformed cells if they were plated in soft agar, or injected subcutaneously into nude mice. Thus, F111 NA16 cells which, as shown earlier [13,14], exhibit both cell death and cell survival pathways, represent a transition state between normal and transformed cells, showing a preferential cell survival with a particular karyotype and an altered gene expression profile. Our cells provide a model system to study the relationship between normal cell-matrix adhesion pathways and the steps that lead to the transformation of skin fibroblasts. A somewhat similar model has been reported earlier also where changes in the adhesion state in melanocytes led to their transformation [5] however; there are not many similar reports available in the literature.

### Colony formation in soft agar

Anchorage independent growth of cells is defined further by the ability of cells to proliferate in a semisolid medium [16]. Non adherent cells that can grow in soft agar are considered transformed and those that cannot grow in this condition are considered normal. Thus, colony formation in soft agar is considered to be a transition state of a normal cell to a transformed cell. We have shown here that NA16 cells from both PC and F111 cell types exhibited this transition because both grew as colonies in soft agar however; the colony size for the PC NA16 cells was smaller. Our observation that efficiency of colony formation was highest for both the cell types only after the cells had remained non adherent for 16 h indicated that cells underwent a clonal selection during transformation after experiencing prolonged stress conditions and gene alterations imposed by non-adhesion. The high background of colony formation in F111 A16 cells but not in PC A16 cells indicated that if cells had been maintained in culture for prolonged periods, they would exhibit properties of partially transformed cells without undergoing anoikis, as per the reasoning discussed by Rubin [17]. The inability of F111 A16 (or PC NA16 cells) to make subcutaneous tumours in nude mice is consistent with the earlier reports that murine cells require alterations in at least two collaborative oncogenes such as ras and c-myc (or adenovirus E1A) to exhibit full transformation [18]. We have earlier shown that F111 A16 has less Ras activity than F111 NA16 [13].

### Tumour formation and metastasis in nude mice

When F111 NA16 cells were injected subcutaneously as xenografts into nude mice they grew efficiently as fibrosarcomas, as envisaged by the cell morphology and higher collagen secretions (Additional File 2 Figure S2B-F). The minimum latent period required by these cells to grow as tumours of a measurable size was 4-6 weeks, therefore in this period the injected cells could be considered as '*in vivo *cultures' representing the intermediate step between transformed and tumor forming cells as described by Frese and Tuveson [12]. During this "*in vivo *culture" period the *in vitro *transformed cells acquire additional properties, such as angiogenic activity and tissue invasion capacity, in order to metastasize and re-establish themselves in other tissues. In our system also cells were able to metastasize to distant organs such as lung and liver 8-10 weeks post-injection.

Keeping in view that these metastatic cells were derived by simply rescuing them from the process of anoikis *in vitro *and grafting them subcutaneously in *vivo *we propose that our tumor model system is different from the previously reported models of cancer in which tumors arise either spontaneously or due to various environmental exposures including radiation, chemicals, pathogenic viruses and microbial flora [5,12,19].

### Clonal selection during anoikis induced transformation

One of the important features revealed by our results is that selection of transformed cells within the cell population undergoing anoikis is done on a clonal basis. Comparison of spectral karyotypes from cells at different stages of transformation (Figure 2, Additional File 3 Figure S3 and Table 1)were analysed as described by Buwe et al.,[20]. These results showed that F111 A16 cells were cytogenetically heterogeneous because most cells showed a t (6;6) translocation with or without some other random abnormalities (Table 1); this could be a result of the prolonged maintenance of these cells in culture, however it was not sufficient to make the cell line fully tumorigenic i.e. these cells could make colonies in soft agar but did not make tumors in nude mice. During the process of anoikis and subsequently during growth in soft agar colonies and in xenografted tumors, we observed the selection of another cell type, which contained the t (2; 2) translocation along with the t (6; 6). This abnormality which was seen only in < 15% F111 A16 cells and < 25% F111 NA16 cells was observed in 100% cells obtained from the colonies and tumors. In the latter case it was seen along with a wide range of other random chromosomal abnormalities thereby indicating that cells bearing the t (2; 2) translocation had a survival advantage in the transformed phenotype. The higher range of chromosomal aberrations in the tumor cells indicated that these cells were genetically unstable. Telomere length analysis done by the FISH method showed that telomere length in tumor cells was significantly shorter than in the adherent F111 cells (Additional File 8 Table S2) thus further strengthening this conclusion. It has been reported by others that progressive accumulation of DNA damage leads to the selection of transformed cells [21]. Cell transformation is also described as a cause for increase in the instability and clonal selection in cancers [22-25]. Earlier reports have also indicated that several genes from rat chromosome #2 are involved in the control of tumour growth or development [24] and association of t (2; 7) as a chromosomal marker in the phenotypic transformation of rat cell lines [26]. In summary the genomic instability observed in the transformed cells derived from F111 NA 16 cells is an important step to accumulate mutations that are necessary for cancer development, as is reported for many other cancers [27].

### Hif-1 and its role in regulating gene expression

Gene expression profiles of our experimental cell types indicated that among other pathways, genes related to hypoxia, glycolysis/gluconeogenesis and tumour formation/metastasis pathways are significantly affected in F111 NA16 cells (Table 2). In particular, enzymes from the glycolysis/gluconeogenetic pathway, such as phosphofructokinase (pfkm), hexokinase (Hk2), aldehyde dehydrogenase (Aldh3a), Adh 1, pyruvate kinase (Pdk1) were over expressed in F111 NA16 cells. This could be because F111 NA16 cells in contrast to F111 A16 cells have less oxygen diffusion due to a rapid change in their morphology which leads to a metabolic shift from aerobic to anaerobic glycolysis for ATP generation as has been shown for many cancer cells [28-30]. Another related marker which is up regulated in F111 NA 16 cells was Slc2a1 (Glut 1), a glucose transporter required for glucose uptake for anaerobic glycolysis to sustain the viability (Table 2). It is interesting to note that all these genes are known to be predominantly controlled by the transcription activator protein Hif-1 (hypoxia inducible factor-1) a heterodimeric protein normally found in the nucleus under acute hypoxic conditions by the association of the α and β subunits [31-33]. In our case we could visualize active Hif-1α in the plasma membrane of NA16 cells by immunofluorescence staining. An active Hif-1 further binds to specific hypoxic elements that encodes for VEGF (involved in proliferation and angiogenesis), stanniocalcein (involved in homeostasis of calcium and Pi), carbonic anhydrase IX (regulates cellular pH), Gult-1 and other glycolytic proteins, Rb1(involved in the proliferation during selection of the clonal population), matrix metalloproteases and osteopontin (involved in cancer growth and metastasis), [31-33]. Another target of Hif-1α regulation is the ABCG2 protein, which facilitates the SP phenotype and a stem cell marker, CD133 expression confers the combined effect, for the better survival in hypoxic conditions, were also overexpressed in all the transformed cells [34]. Thus, the gene expression profiles of cells in our model, whether they were NA16, colony derived or tumour derived, support the contention that hypoxia related pathways play role in the selection of transformed cells from within the anoikis resistant cells.

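Of 31 genes known as targets of hypoxia and Hif-1, 2 rose, 5 fell and 24 did not pass in Colony against A16 cells. With Egln3, Mxi1, a repressor that opposes Myc, was higher (log2 FC 1.44, standard error 0.15, adjusted p = 0.000932 from limma, n = 2 cultures per group), with a log2 FC of 0.95 over the mean of its probe sets, under the fold threshold. The genes that fell were the collagen prolyl hydroxylases P4ha1 (log2 FC -1.19) and P4ha2 (log2 FC -1.25; -0.92 over the mean of its probe sets and -0.98 with PLIER, under the fold threshold), the collagen cross-linking oxidases Lox (log2 FC -2.17) and Loxl2 (log2 FC -1.84), and Bhlhe40, a repressor of the circadian clock (log2 FC -2.49, standard error 0.23, adjusted p = 0.000572). The paper also names Hif-1 targets outside this list, of which Rb1 and Spp1 rose, with FC values of 3.20 and 11.6. It names matrix metalloproteases as a class, without single genes. Of this class Mmp3 (FC value 44.6), Mmp10, Mmp12 and Mmp13 rose and Mmp14 fell (log2 FC -2.13). Of the others it names, Vegfa, Stc1, Slc2a1 and Abcg2 did not pass by their brightest probe sets. Car9, the carbonic anhydrase IX that regulates pH, had an FC value of -1.65 (adjusted p = 0.0163), under the fold threshold. The glycolytic targets Ldha and Pgk1 had log2 FC values of -0.02 and -0.03 (adjusted p = 0.952 and 0.893). The median of the list was -0.02, and camera gave an adjusted p of 0.228 (lower). Without the genes of Table 2, which the paper picked with these arrays in hand, 1 of 25 rose and 5 fell (adjusted p = 0.108, a test added after seeing the data). Adjusted over the list alone, 2 rose and 6 fell, and the same counts were obtained without Colony replicate 2. For F111 NA16 cells, which were not analysed here, the paper proposes less oxygen after a change of shape and a turn to anaerobic glycolysis. It states that the genes concerned are controlled mainly by Hif-1. The Colony values do not test the proposal for NA16 cells. The paper also reports more Hif-1α, Stc1 and VEGF protein in colony than in A16 cells (Figure 4), and arrays do not measure protein. It holds that the profiles of NA16, colony and tumour cells lend weight to the contention of a role for hypoxia related pathways. That role would be in selecting transformed cells among anoikis resistant ones.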

## Conclusion

In summary, we have shown that the process of anoikis and cell transformation can be directly related i.e., if cells are rescued from the cell death pathway induced by anoikis it is possible to obtain transformed cells. At present our observations are restricted to the cell types we have studied, but it should be noted that chemical and physical agents do not easily transform rat fibroblasts and hence rescue from anoikis could act as a natural method for getting fibrosarcomatous tumors in rat fibroblasts.

## Methods

The sources of chemicals and other materials used in the study are described in an Additional File 4.

### Cells and Cell Culture

All experiments were performed using a normal rat (Fischer strain) fibroblast cell line, F111, the origin of which has been described earlier, and primary cultures of skin fibroblast (PC) were made from skin grafts of neonatal rat pups (1-2 days old). F111 cells were maintained in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal calf serum (FCS), penicillin (100 U/ml) and streptomycin (50 mg/ml) and they were used within five passages after revival from cryo-preservation. PC cells were maintained Dulbecco's modified Eagle's medium (DMEM) supplemented with 20% fetal calf serum, which were used within 2 to 3 passages after plating.

### Preparation of A and NA cells

Adherent (A) and non-adherent (NA) cells from F111 and PC cells were collected at different time points. The method is described briefly in Additional File 4. The type of A and NA cells collected is shown by the suffixed number to these letters which represents the time point (in hours) at which they were collected from the agarose/plastic surface.

### Cell Viability Assay

The cell viability for adherent and non-adherent cells at different time points was measured by using the MTT assay as described earlier [13].

### Soft Agar Colony formation Assay

1×10^5 ^cells in DMEM containing 10% FCS from both F111 and PC cells in both adherent and non-adherent conditions were suspended in 0.3% agarose. Then, this mixture was layered onto a solidified 1%agarose layer and incubated at 37°C, 5% CO_2_. The assay was repeated 5-6 times, and colonies each containing > 50 cells, were counted after a week of incubation.

### Tumour formation in nude mice

5×10^6 ^A16 and NA16 cells from PC and F111 cells were collected at different time points in PBS were injected subcutaneously in to a 4-6 week old, homozygous nude mice (NIH strain, Nu/Nu). The size of the tumor was measured at weekly intervals. All experimental procedures were approved by the Institutional Animal Ethical Committee (IAEC 132/2007 dated May 19^th ^2008).

### Isolation of colony cells and tumour cells

The colonies embedded in soft agar were collected in DMEM containing 10% FCS by disrupting the agar; the cells were allowed to adhere on a 70 mm petri dish for a short period (approximately 4 hr). The attached cells were processed for further experiments. Cells from tumors were collected by treatment of small tumor explants with 0.1% trypsin-EDTA for 30-40 minutes and layered in 20% serum containing DMEM medium with 5% CO_2_. Cells from the explants were released after a week was used as source of tumour cells.

### Histopathology

Excised tumours and the corresponding lung and liver tissues were collected from nude mice and fixed in 10% formalin. The tissues were dehydrated gradually in alcohol; embedded in paraffin and were sectioned at a thickness of 5 μm. The tissue sections were stained with Haematoxylin and Eosin and Masson-Trichome for collagen. The details of the methods were described in Additional File 4.

### Karyotyping of chromosomes by using Rat SKY probes

Metaphases from PC cells, normal F111, NA16, Colony and tumour cells were dropped on a clean glass slide (Fisher scientific, USA) was which was used for chromosomal painting. The detailed method is described in Additional File 4.

### Side Population (SP) cell analysis

One million single cells from all cell types were incubated with 2.5 μg/mL Hoechst 33342 (Sigma) for 90 minutes at 37°C. Cells were collected by centrifugation at 2000× g and washed once in HBSS (Hank's balanced salt solution) and re-suspended in ice-cold HBSS, Propidium iodide (50 μg/ml) was added just before analysing the cells on a MoFlo cell sorter (Dako Cytomation Glostrup, Denmark). Inhibitory action on the Hoechst efflux was checked with 50 mM Verapamil.

### Immunoflurescence and immunoblotting

Single cell suspensions, of all cell types were plated on coverslips and fixed in 70% ethanol followed by three washes with PBS. Mild cell permeabilization was done with 0.1% triton-X 100 and staining for Hif 1α (1:100), VEGFa (1:150), Stc1 (1:200), ABCG2 (1:50) and CD-133 (1:100) was done by incubating cells at 4°C for 1 hr with the corresponding primary antibodies. After washing, the cells were treated with appropriate fluorescent-labelled secondary Ig antibodies. Stained cells were observed under a Leica confocal microscope with a 63 X, Plan Apo objective. Immunoblotting was performed by analysing equal amount of protein lysates (prepared in lysis buffer containing 50 mM Tris buffer, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 Mm EGTA, 1 mM Na_3_VO_4_.H_2_O) on a 10% SDS-PAGE proteins were blotted on to nitrocellulose paper and probed with different antibodies such as Hif-1α, VEGFa, Stc1 which were visualized by enhanced chemi-luminescence.

### RNA extraction and Microarray Analysis for differential gene expression

Total RNA collected from F111-A16, NA16, Colony and Tumour cells was used to screen for differential gene expression patterns The method for the extraction of RNA and microarray analysis has been provided in Additional File 4. The files for the microarray analysis of all the four cell types has been deposited in the Gene Expression Omnibus (GEO) database and can be publically accessed via the accession number GSE24893.

## Abbreviations

PC: Primary culture of skin fibroblasts; A16: Adherent cells at 16 h time point; NA16: Non-adherent cells at 16 h time point; Hif1a: Hypoxia inducible factor 1 alpha; Vegfa: Vascular endothelial growth factor alpha; Stc1: Stanniocalcin1; H&E: Haematoxylin and Eosin.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JR designed the manuscript and wrote the earlier drafts, carried out the tissue culture, flow cytometry, tumor and western blot experiments and scrutinized the results of all other experiments; RK assisted in tissue culture, soft agar assay, tumor assays, and did western blots, immunofluorescence and flow cytometry experiments and also helped in writing the final manuscript; SP did the microarray & RT PCR experiments; ART assisted in the histology and tumor experiments; JMK did the animal maintenance and monitored tumor growth and histology; LR did all the chromosomal analysis; GP wrote the final manuscript, scrutinized the experimental results and arranged the funding for the paper.

All authors read and approved the final manuscript.

## Author Information

Nil

## Supplementary Material

Additional file 1 **Figure S1: Cell and colony morphologies**. The figure shows cell morphologies of F111 A16 and PC A16 cells during adherent **(a & b) **and rounded F111 NA16 and PC NA16 cells during non-adherent conditions **(c & d)**. Panel's **e & f **show the morphologies of colonies derived by plating F111 NA16 and PC NA16 cells in soft agar after 7 days. The insert showed the higher magnification of the colony with more number of cells and increased size of the colony with F111 NA16 cells. Click here for file

Additional file 2 **Figure S2: H&E and Masson-Trichome staining of 10-12 week old tumors and other tissues**. H&E staining of tumors and the corresponding lung and liver tissues is shown in panels **A-C **respectively. Masson-Trichome staining for collagen for the same sections is shown in panels **D-F **respectively. Transformed cells can be identified as pleomorphic, spindle shaped cells invading into muscular region **(A)**. The crescent shaped nucleus in the spindle shaped neoplastic cells is indicated with arrows in the inset of panel A (magnification 100×); cytoplasm is stained dark red and it is surrounded by blue colored connective tissue (collagen) as shown in panel D. Metastatic tumor cells present in lung (B&E) and liver tissues (C&F) have been indicated with an arrow in the insets of the corresponding panels. Click here for file

Additional file 3 **Figure S3: Detailed karyotypes of all the cell types**. Pictures of metaphases showing inverted images of DAPI stained chromosomes (left), RGB colored (centre), and spectrally classified pseudo-colored chromosomes (right) are shown for all the cells types studied. The panel descriptions are: PC cells **(A) **F111 A16 cells **(B) **F111 NA16 cells **(C) **colony derived cells **(D) **and tumor derived cells **(E)**. Various chromosomal abnormalities and t(2;2) chromosomal derivative was observed in F111 NA16, F111 colony and F111 tumour cells. Click here for file

Additional file 4 **Materials and detailed Methodology**. Click here for file

Additional file 5 **Figure S4: Classification of differentially expressed genes into pathways**. Using the Affymetrix database, the number of genes showing a change in their expression level (indicated on the Y axis of each bar chart) in F111 NA16, colony derived and tumour derived cells was calculated in relative to the F111 A16 cells. The genes were classified into 14 categories as indicated on the X-axis. **Panel A **represents the total number of genes analysed, with high number of genes which were associated for tumor formation and metastasis, **Panel B **represents the number of up regulated genes, which were increased in F111 NA16 cells and **Panel C **represents number of down regulated genes. The encircled gene categories were analysed further by QPCR and immunofluorescence validation. Click here for file

Additional file 6 **Table S1: Primers used for RT-PCR analysis**. Click here for file

Additional file 7 **Figure S5: Q-PCR analysis of selected genes**. The figure shows gel profiles of the amplified RNA of the indicated genes in the hypoxia, glycolysis/gluconeogenesis and tumour formation/metastasis pathways in the cell types as indicated. The figure shows the relatively high expression of the selected genes only in F111 NA16 cells. β-actin RNA was used the loading control. Click here for file

Additional file 8 **Table S2: The Length of Telomere for all the cell types**. Click here for file

# Supplementary material for: Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation
**Source:** BMC Cell Biol. 2010 Dec 2;11:93. doi: 10.1186/1471-2121-11-93
**Supplement:** Additional file 4 — Materials and detailed Methodology.

**Additional File 4: Materials and detailed Methodology.**

**SM1.Chemicals.** Kits for Spectral karyotype were purchased from Applied Spectral Imaging, Migdel Ha’Emek, Israel, mini RNeasy spin column RNA purification kit was purchased from Qiagen, USA), Rat 230_ 2 gene chips were purchased from Affymetrix, Inc. (U.S), monoclonal antibody for Vegfa is from Abcam, Cambridge, UK; Stc1 from Santa Cruz Biotechnology; Hif 1α (Clone ESEE 122) is from Life Span Biosciences. Western blot chemiluminescence detection kit was from Boehringer Mannheim. All buffers were prepared from analytical grade reagents available from standard companies.

**SM2.**Both F111 and Primary cells were trypisinzed and suspended in DMEM containing 10% FCS, and plated on agarose (for Non-adherent cells) and uncoated plastic (for Adherent cells) at a cell density of 2-3x106 cells/5 ml and incubated at 37°C and 5% CO2.Adherent cells on the plastic surface were denoted as ‘A’ cells and those from the agarose surface as “NA” cells. The time after the initial plating (in hours), after which the cells were collected, is denoted as a suffix to the letters “A” or “NA”.

**SM3.**Tumors along with other tissues were collected after 10-12 weeks post injection. The tissues were fixed in 10% formalin and then dehydrated gradually in alcohol. The tissues were embedded in paraffin and sectioned at a thickness of 5µ. The H &E and Mason trichome staining was done, the brief protocol is described below, and the section was examined under the microscope.

**H&E staining for nuclear organization in tumor sections.** The thin sections collected on glass slides were deparaffinised with xylene and hydrated with water and then stained with Mayer’s hematoxylin for 15 minutes. Subsequently washed in running tap water for 20 minutes and then counterstained with eosin for 15 seconds. The excessive eosin was removed by dehydrating in 95% and 100% alcohols for two times and in xylene for another two changes for 2 minutes each. The slides were mounted in permount and observed under the microscopy.

**Mason Trichome Staining. S**taining for collagen was done using deparaffinised sections stained with Bouin’s solutions (containing saturated Picric acid, Bie brisch scarlet, acid fuschin and glacial acetic acid) for 1 hour at 56°C. After washing thoroughly, slides were stained with Weigert’s hematoxylin (1% hematoxylin in 95% alcohol) for 10 minutes, washed thoroughly with water and stained further with Biebrisch scarlet acid –fuchsin for 2 minutes. The acidified sections were washed with water and placed in phosphomolbdic-phosphotungstic acid solutions (2.5% of phosphomolbdic acid and 2.5% phosphotungstic acid) for 15minutes and then stained with aniline blue (25g in 20ml of acetic acid) for 5 minutes and fixed in 1% acetic acid. The sections were dehydrated with 95% and 100% alcohol ,xylene and mounted with synthetic resin.

**SM4.Spectral karyotyping**

**Preparation of rat metaphase chromosomes.** Metaphase spreads from adherent (A16), non-adherent (NA16), colonies and tumor derived cells were prepared by treating with 0.03% colchicine according to standard techniques. After hypotonic treatment with -.075% M KCl for about 30 min, the cells were fixed in chilled methanol: glacial acetic acid (3:1). The suspension was dropped onto cleaned wet slides and air-dried. Prior to hybridization, slides were pretreated with 1% formaldehyde and then dehydrated through an alcohol series. For all hybridization freshly prepared slides were used.

***In situ* hybridization and detection.** Rat SKY probe denaturation was done for 7 min at 80°C, followed by pre-annealing for 1 h at 37°C.Slides with metaphase spreads were denatured in 70% formamide, 2X SSC for 90 s at 70°C. For hybridization 3.5µl probe cocktail was applied to denatured metaphase preparations and under a 18x18 mm Coverslip. After hybridization at 37°C for 2 days, slides were washed and hybridization with probe sequences was detected following the manufacturer’s protocol. Chromosomes were counterstained with DAPI and embedded in an antifade reagent (para phenlene-di-amine) and examined under the microscope.

**Spectral imaging.** Fluorescent probe signals were visualized using a 63×-oil immersion objective on a Zeiss Axiophot microscope equipped for epi-fluorescence. For dye excitation the light of a 75 W Xenon lamp was directed through a custom designed SKY filter set (Chroma Technology, Brattleboro, USA). Spectral images were acquired using an SD200-H spectral bioimaging system (Applied Spectral Imaging, Israel) and analyzed by the respective software package Sky View Version.1.6.

**Spectral karyotyping.** For SKY analysis, slides were hybridized using the SKY method according to the manufacturer's protocol (Applied Spectral Imaging, Migdal Ha'Emek, Israel). Images were acquired with an SD300 Spectra Cube (Applied Spectral Imaging) mounted on a Zeiss Axioplan microscope using a custom-designed optical filter (SKY-1; Chroma Technology, Brattleboro, VT). Approximately 20 metaphases were analyzed for each sample. SKY is somewhat limited in the determination of breakpoints and in the identification of intrachromosomal changes such as duplications, deletions, and inversions. The changes on the SKY-painted chromosomes were determined by comparison of the corresponding DAPI staining and inverted image of the corresponding cell.

**SM5.Differential gene expression profile by using microarray**

**RNA extraction and Microarray Analysis.** Total RNA were isolated from A16, NA16, colony derived and tumor derived cells using the mini RNeasy spin column RNA purification kit (Qiagen, Hilden). The yield of RNA was determined by measuring the absorbance at 260 and 280 nm using spectrophotometer (Nanodrop-1000, USA). 15 µg of RNA for each sample was converted to biotinylated cRNA and hybridized to the Affymetrix (Santa Clara, USA) Rat Gene Chip 230_2 array according to manufacturer's protocol. Rat 230_2.0 Gene chips contain 31,000 probe sets represented by 11 pairs of 25mer oligonucleotides. Each probe pair consists of a perfect match oligo (PM) complementary to the cRNA target sequence, and a mismatch oligo (MM) with a single base change in the middle to control for background and nonspecific hybridization. The scanned images were analyzed using Gene Chip Operating Software 2.1 (Affymetrix, USA) to make standard adjustments for artifacts, noise, and background and to calculate a detection *P* value for each gene on each array. The analysis was performed biologically and technically twice with similar results. 

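RMA and PLIER turn the probes of a probe set into 1 value per array, and both values of the same 6 arrays were compared here. PLIER values were tested as log2(value + 16), as planned, but the deposited values have the same lowest value of 16.0 on every array and seem to hold this offset already, so log2(value) was added after seeing the data. On these scales the PLIER FC value of Colony against A16 cells was 46.2 and 70.3 for Adh1, 16.3 and 23.5 for Spp1 and 3.12 and 3.25 for Aldh3a1, all past the threshold with either summary. The gene Casp6, a caspase that acts late in apoptosis, was called lower with RMA; with PLIER it had a log2 FC of -0.92 as log2(value + 16), under the fold threshold, and of -1.01 as log2(value), called lower (adjusted p = 0.00573 and 0.00785 from limma, n = 2 cultures per group). As log2(value + 16), 3113 probe sets were called with PLIER, of which 2648 were called with RMA in the same direction and 0 in the opposite one, and as log2(value) 3688 were called, 2817 of them with RMA in the same direction and 0 in the opposite one. Across probe sets, which are not independent replicates, the log2 FC values of both summaries had a Pearson r of 0.950 and 0.940.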

Normalization of raw data was done using Avadis Software through Plier and RMA algorithms.

**Gene expression analysis by RT-PCR.** Single-stranded cDNA was synthesized using oligo- (dT) primer and AMV reverse transcriptase (Promega, USA). PCR reactions were done in 25 μL volumes and amplified for 2 minutes at 95°C for initial denaturation, followed by 30 cycles at 94°C for 30 seconds, 58°C for 30 seconds, and 72°C for 1 minute (the conditions of reaction cycles and annealing temperatures were optimized for each individual pair of primers). PCR products were separated on 1.0 – 1.5% agarose gels and visualized by ethidium bromide staining. Gene-specific primers for PCR products were designed by Amplifx software (Nicolas Jullien, France) using information from GenBank (NCBI). β-actin was used as an internal control to confirm equal amounts of template.

# Supplementary material for: Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation
**Source:** BMC Cell Biol. 2010 Dec 2;11:93. doi: 10.1186/1471-2121-11-93
**Supplement:** Additional file 6 — Table S1: Primers used for RT-PCR analysis.

**Table S1: Primers used for RT-PCR analysis.**

| ***Genes*** | **Forward Primer (5' - 3')** | **Length** | **Reverse Primer (5' - 3')** | **Length** |
| --- | --- | --- | --- | --- |
| ***Actb*** | GGCCAACCGTGAAAAGATGA | 20 | TCACAATGCCAGTGGTACGA | 20 |
| ***Vegfa*** | TGGACCCTGGCTTTACTGCT | 20 | CGCTGGTAGACGTCCATGAA | 20 |
| ***Vhl*** | GAACTGTTTGTGCCATCCCT | 20 | CTCCGTACAACCTGAAGGCA | 20 |
| ***Egln3*** | TATGTCAAGGAGCGGTCCAA | 20 | GATACAGCGGCCATCACCATT | 21 |
| ***Ddit3*** | CCTGTCCTCAGATGAAATTGGG | 22 | AGCTAGGGATGCAGGGTCAA | 20 |
| ***Hif1a*** | CATCAAGTCAGCAACGTGGAAG | 22 | AAGCACGTCATAGGCGGTTTCT | 22 |
| ***Stc1*** | TGACACAGATGGGATGTACGA | 21 | GGCGATGCACTTTAAGCTCT | 20 |
| ***Pfkm*** | ACTGAGCTGAAGGACCAGACA | 21 | TCTCGTACTTGGCCAGGATT | 20 |
| ***Hk2*** | TTTGGTCTCGTGGACTAAGGG | 21 | ACCACGGCCACAATGTCAAT | 20 |
| ***Pdk1*** | TGAGAATGCGAGACGGCTTT | 20 | CCACTTGTATTGGCTGTCCT | 20 |
| ***Adh1*** | ACACCAAACCCATCCAGGAAGT | 22 | ATGGCAGCTTAACAGGGCAGAA | 22 |
| ***Aldh3a1*** | TGGTCCTTGTCATAGGTGCTTG | 22 | TTCTGAGGGCTTGAGGATCACT | 22 |
| ***Spp1*** | GTGGTTTGCTTTTGCCTGTTCG | 22 | GTGGCTACAGCATCTGAGTGTT | 22 |
| ***Mmp3*** | AGGCATTGGCACAAAGGTGGAT | 22 | TGTGGGTCACTTTCCCTGCATT | 22 |
| ***Rb1*** | AAAGGTGCCCGATCATGTCAGA | 22 | AAGATGCAGATGCCCCAGAGTT | 22 |

# Supplementary material for: Differential gene expression and clonal selection during cellular transformation induced by adhesion deprivation
**Source:** BMC Cell Biol. 2010 Dec 2;11:93. doi: 10.1186/1471-2121-11-93
**Supplement:** Additional file 8 — Table S2: The Length of Telomere for all the cell types.

**Table S2: The Length of Telomere for all the cell types.**

| **Cells** | **TELOMERE LENGTH** |
| --- | --- |
| A16 | **0.96 ± 0.30** |
| NA16 | **1.23 ± 0.64** |
| COLONY | **1.39 ± 0.51** |
| TUMOUR | **0.79 ± 0.29** |

How the deposited data were processed for this re-analysis (not part of the article)

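RNA of F111 A16 cells and of colony derived cells was measured by the authors on 6 Affymetrix rat arrays, 3 per group. The authors read the scanned images with GeneChip Operating Software and summarised each probe set with RMA and with PLIER in Avadis software, and they deposited both summaries of every array as linear intensity; the versions of RMA and PLIER are not given in the sources used here. RMA intensity ran from 11.6 to 25775 and PLIER intensity from 16.0 to 14687, with the same lowest PLIER value on all arrays. The analysis was planned for RMA values on a log2 scale, as RMA commonly gives them; the deposited values turned out to be linear, so log2 of the RMA intensity was taken with nothing added.

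Gene lists, named genes, tests and alternatives were fixed before the data were examined, except where the text says otherwise. The groups and replicates were taken from the sample labels and the paper. The technical arrays have no biological number and were averaged with biological replicate 1 of their group, so that each group had n = 2 cultures; the labels call these biological replicates. The Colony array of biological replicate 2 has labels that disagree, 1 of them naming tumour cells, and was kept as Colony. A fit that leaves out a biological replicate has 1 culture in that group, so the spread comes from the other group alone. The labels give no scan date or slide, so no array batch was tested. Arrays of NA16 and tumour cells were not analysed here.

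Of 31099 probe sets, 57 controls were left out and 31042 were tested, with no filter on dim values, by lmFit and eBayes of limma 3.58.1 in R 4.3.3 (prior degrees of freedom 4.76); figures were drawn with Python 3.11.15. P-values were adjusted with Benjamini-Hochberg over all 31042 probe sets, and a call needed an adjusted p under 0.05 and a fold change over 2. An FC value below 0 is the inverse of a ratio under 1 with a minus sign, as in the paper. All adjusted p-values of genes come from limma unless another test is named. Of the tested probe sets, 20826 (67.1%) have 1 gene symbol in the array annotation, 436 several and 9780 (31.5%) none; probe sets with several or none name no gene. Symbols were brought up to date through the gene identifier for 20758 probe sets and through an accession for 2, with the RefSeq gene table of assembly GRCr8, which was used for names and for the chromosome of a gene only. A gene was represented by the probe set with the highest mean log2 RMA value over the 6 arrays, which gave 14217 genes, and other probe sets were looked at for disagreement.

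The text names every gene that the paper names in its results, Table 2 or the primer table, whose published values were known when the rule was made; the 10 genes with the highest and the 10 with the lowest log2 FC among called probe sets with 1 symbol that changed the same way on every array in RMA and PLIER; up to 4 called members of each list, by size; and list members that did not pass where the paper writes about them. Mmp12, Plat, Mxi1, P4ha1, P4ha2, Bak1, Txnrd1, Ldha and Pgk1 and the mast cell genes lie outside this rule and were chosen after their values were seen, as were the other Mcpt probe sets. Symbols that begin with LOC or RGD were left out of the highest and lowest. No probe set with 1 symbol stood for Actb, and 1 other gene that the paper names is not reported here.

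The 28 fixed lists were the genes of the paper (hypoxia, glycolysis/gluconeogenesis, tumour formation/metastasis, other), hypoxia targets, glycolysis, alcohol and aldehyde dehydrogenases, matrix proteases and inhibitors, extracellular matrix, integrins and focal adhesion, contractile and SRF/YAP targets, cell cycle, unfolded protein and amino acid stress, chemokines and inflammation, interferon response, NRF2 targets, cholesterol synthesis, apoptosis, p53 targets, stem cell markers and drug efflux, and markers of fibroblasts, macrophages and leukocytes, endothelium, epithelium and keratinocytes, adipocytes, skeletal muscle, bone and cartilage, and erythroid cells. The 26 lists with at least 5 measured genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the 26 lists; camera with an estimated correlation and fry were alternatives. A list of mast cell genes was written later, before its values were looked at.

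The fit was tested on simulated data with 2 cultures per group and 31042 probe sets. Far fewer of these were changed than the 7056 that had an adjusted p under 0.05 in the data. The rates below are therefore not those of the reported fit. Of probe sets changed by a log2 FC of 1.5, 56.7% (38 of 67) were called, of those changed by 2, 75.4% (52 of 69), and of those changed by 3, 92.2% (59 of 64), while 4 of 30842 unchanged probe sets were called.

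The alternatives set in advance were PLIER as log2(value + 16), the 6 arrays as separate samples, the technical arrays averaged with biological replicate 2, left out or joined to their culture as a random block, the replicate number as a block, the dimmest probe sets left out (20694 kept), a trended eBayes, scaling on the brightest probe sets, an unadjusted p, the methods' t-test, the mean of all probe sets of a gene, and each biological replicate left out in turn. PLIER as log2(value), the methods' t-test on it, crossed replicate numbers, list counts without Colony replicate 2, the lists without the genes of Table 2 and the settings that change the call of each list member were added after seeing the data. The paper's text names RMA and PLIER without saying which gave the printed FC values.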

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

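Of the tests in this part, the comparison of the interferon list across array summaries and the test of the Mcpt8 family with the macrophage and leukocyte list were chosen after their results were seen, and the mast cell list was written after the Mcpt probe sets were seen but before its own values were. The lists below lie outside the pathways that the paper discusses and passed camera at the preset correlation (adjusted over 26 lists). Each had an adjusted p = 0.254 with an estimated correlation, a setting in which no list passed. The counts did not change when adjusted over each list alone.

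Of 17 genes of the contractile cytoskeleton and targets of SRF and YAP, 9 fell and 1 rose in Colony against A16 cells, with a median log2 FC of -1.10 (camera adjusted p = 9.93e-09). Tagln, the actin-binding protein transgelin, had a log2 FC of -6.51 (standard error 0.14, adjusted p = 6.61e-06 from limma, n = 2 cultures per group), the matricellular proteins Ccn1 and Ccn2 -5.40 and -4.91, and the muscle repeat protein Ankrd1 -3.77. With PLIER the log2 FC of Tagln was -6.55 as log2(value + 16) and -7.46 as log2(value). Of 28 chemokines and genes of inflammation 10 fell and 0 rose, with a median of -0.65 (camera adjusted p = 1.08e-07), among them the chemokines Cxcl10 (log2 FC -4.41), Ccl5 (log2 FC -3.23) and Ccl2 (log2 FC -2.93) and the NF-kB inhibitor Tnfaip3 (log2 FC -2.78). Of 20 genes of the unfolded protein response and amino acid stress 4 fell and 0 rose, with a median of -0.28 (camera adjusted p = 0.00633); they were the pseudokinase Trib3 (log2 FC -2.17), the transcription factor Atf3 (log2 FC -1.82), the phosphatase subunit Ppp1r15a (log2 FC -1.21) and the lipoprotein receptor Vldlr (log2 FC -1.19, and -0.95 over the mean of its probe sets). Of 18 targets of the oxidative stress factor NRF2 5 rose and 0 fell, with a median of 0.52 (camera adjusted p = 0.00538), among them the glutathione transferases Gsta1 (log2 FC 3.22) and Gsta4 (log2 FC 2.04), the aldo-keto reductase Akr1b8 (log2 FC 1.89) and the quinone reductase Nqo1 (log2 FC 1.79). Of 18 genes of cholesterol synthesis 6 rose and 0 fell, with a median of 0.68 (camera adjusted p = 2.01e-06), among them the enzymes Pmvk (log2 FC 2.03), Tm7sf2 (log2 FC 1.63), Dhcr7 (log2 FC 1.45) and Sqle (log2 FC 1.21). Without Colony replicate 2 these counts were the same, except that 1 gene of the unfolded protein and amino acid stress list also rose. Leaving out 1 culture took Ppp1r15a under the fold threshold without A16 replicate 2 (log2 FC -0.93) and Sqle without A16 replicate 1 (log2 FC 0.94). The 1 contractile gene that rose, Vcl, lost its call without A16 replicate 1 (8 then fell), without Colony replicate 1 and over the mean of its probe sets. Of the NRF2 targets Txnrd1, a thioredoxin reductase, had a log2 FC of -0.91 (adjusted p = 0.0138), and it was called lower without A16 replicate 2 (log2 FC -1.14) and over the mean of its probe sets (log2 FC -1.44).

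The interferon response list moved furthest: 17 of 22 genes fell and 0 rose, with a median log2 FC of -3.04 (camera adjusted p = 2.97e-20), and 17 fell without Colony replicate 2. With RMA the antiviral genes Rsad2 (log2 FC -5.74), Bst2 (log2 FC -5.46), Isg15 (log2 FC -5.26) and Ifit3 (log2 FC -5.11) fell most, Rsad2 from 11.12 ± 0.15 in A16 to 5.38 ± 0.27 in Colony cells (SD, n = 2 cultures). With PLIER as log2(value + 16), Mx2 (log2 FC -5.06) and Oas1a (log2 FC -4.86) fell more than Ifit3 (log2 FC -4.72). The Colony value of Ifit3 lay at the 11.1 percentile of probe sets, so the size of its fall is uncertain. A difference made by the array summary was argued against: the median was -2.95 with PLIER as log2(value + 16) and -3.29 as log2(value), and 17 genes fell in both. The groups also differ in how the cells were grown, and whether A16 cultures had an active interferon response or Colony cells lost one stays open, since no further group was analysed here. A biological difference between adherent and colony derived cells may account for the pattern, as a hypothesis that these arrays did not test.

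Among the genes named here, probe sets of the Mcpt8 family of mast cell proteases had the highest log2 FC values with RMA. They were 7.12 for a probe set that several paralogs share (Mcpt8l2, Mcpt9, Mcpt10 and Mcpt8), 6.69 for Mcpt8 and 6.42 for Mcpt10. Their adjusted p-values were 6.39e-06, 6.39e-06 and 6.61e-06 from limma. With PLIER as log2(value + 16), Mcpt10 had 5.48, below the 5.53 of Adh1. Mcpt8 and Mcpt10 were dim in A16 cells, where signal over background is not known. The paralogs are alike in sequence, and the probe set of Mcpt9 alone had a log2 FC of 0.43 (adjusted p = 0.0556 from limma), so which of them changed is uncertain. Mast cells among the colony cells were tested with 19 other mast cell genes, of which 3 also stand in other lists: their median log2 FC was 0.14, 2 rose (Rab27b and Slc18a2) and 3 fell (Srgn, Gata2 and Il1rl1; over the mean of its probe sets Slc18a2 had a log2 FC of 0.72, Gata2 -0.92 and Il1rl1 -0.96), while the abundant mast cell transcripts Cpa3 and Tpsab1 had values of 0.37 and -0.05 (adjusted p = 0.331 and 0.865 from limma), which argues against mast cells as the source. Going the other way, Mcpt4 of the mast cell list was called higher with PLIER as log2(value) (log2 FC 1.20), against 0.30 with RMA. Of 18 macrophage and leukocyte markers 1 rose, the receptor Csf1r with a log2 FC of 4.01, and the median was 0.15, which argues against cells that carry these markers as the source. The myeloid gene Mnda, outside that list, had a log2 FC of 5.24, and why it and Csf1r rose stays open. Colony cells were grown in culture from the F111 line. The shared probe set was alike on Colony biological replicate 1, technical replicate 2 and biological replicate 2 (RMA intensity 7427, 7496 and 7251). Expression of these proteases by the colony cells themselves may account for the pattern and was not tested.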

How the results depend on the processing

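Of the alternatives in this part, PLIER as log2(value), the crossed numbers, the list counts without Colony replicate 2 and the lists without the genes of Table 2 were chosen after seeing the data. The number of probe sets called stayed between 2383 and 3688 under all settings but 1: the methods' t-test on 2 cultures per group gave 0 called, 0 higher and 0 lower after Benjamini-Hochberg adjustment (2383 unadjusted), and 77 of the 89 named genes lost their call with it at unchanged fold changes, while on the 6 RMA arrays 2627 were called after adjustment and 3 named genes lost their call. No probe set called in the reported fit was called with the opposite sign in another setting. With the replicate block 3121 probe sets were called, and with crossed numbers 3135. Same-numbered samples had a correlation of -0.148, which gives no sign of pairing. This is 1 value from 2 cultures per group, so it cannot tell whether the numbers pair the cultures. Under the alternatives 457 list and chromosome 7 results stayed on the same side of the threshold, 9 lost their call and 11 gained one; 29 of the 457 had another camera or fry direction, and none of these passed in either fit. With the culture as a random block, the paper's hypoxia and glycolysis genes passed at adjusted p-values of 0.00815 and 0.00586. The matrix proteases passed at 0.00272. With fry these lists passed at 0.0147, 0.0156 and 0.00338, as did the fibroblast markers at 0.0160. Fry tests a list against no change and camera against all other genes, so the fry values answer another question. Camera on the same 6 arrays as separate samples gave the hypoxia, glycolysis and protease lists 0.0524, 0.617 and 0.315. The numbers of genes called were the same as with the random block. The interferon list went from 9.88e-18 as separate samples to 8.01e-59 with the random block. The random-block values are thus not comparable with the other camera values, and no conclusion is drawn from them. The cell cycle list passed with the 6 arrays as separate samples (adjusted p = 0.0221) and with technical arrays averaged with biological replicate 2 (0.0210). With each replicate left out in turn, the adjusted p of the paper's hypoxia genes ran from 0.0291 to 0.101 and that of glycolysis from 0.0465 (without A16 replicate 1) to 0.584. Each of these left-out fits has 1 culture in a group, so the other group alone gives the spread. Their adjusted p-values are therefore no separate test, and no conclusion is drawn from those under 0.05. Without the genes of Table 2 the dehydrogenases had an adjusted p of 0.0718. With an estimated correlation, dehydrogenases, extracellular matrix, contractile genes, unfolded protein stress, chemokines, interferon response, NRF2 targets and cholesterol synthesis each had an adjusted p of 0.254. The estimate was above the preset 0.01 for extracellular matrix (0.054), contractile genes (0.068) and interferon response (0.035). It was below 0.01 for the others, such as the dehydrogenases (-0.041) and cholesterol synthesis (-0.052), which lost their call as well. With 2 cultures per group no list passed in this setting, so it cannot tell whether correlation among genes removes a list result. The gene Vcl reversed to a log2 FC of -0.35 over the mean of its probe sets, which disagree. Apart from Vcl, the cause of these changes was not tested. The signal over background of the probe sets is not known, which limits what dim probe sets can show.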

Differences from the paper's values

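PLIER as log2(value), on 2 cultures per group and with the 6 arrays as separate samples, and the crossed replicate numbers were chosen after seeing the values, and all other settings in this part were set before the data were examined. FC values are Colony against A16, and the paper's are the microarray values of Table 2. The paper's Q-PCR values for Hif1a, Vegfa and Ddit3 in colony cells lie below its array values. The paper's FC value is 4.71 for Hif1a against 1.93 here, 3.73 for Vegfa against 1.05 here, and 2.14 for Ddit3 against 1.12 here, and for these 3 genes no setting, planned or added, came within the paper's value; the dimmer probe set of Vegfa had -2.28. The paper's value for Pfkm is -3.8 against -1.32 here, and no planned setting closed this gap; the dimmer probe set that passed the test had -3.05, and -3.81 on the 6 PLIER arrays as log2(value). For Adh1 the paper gives 66.9 against 50.4 here; of the planned settings the value without A16 replicate 1, 60.0, fell within the replicate spread of the paper's value and the others did not. For Aldh3a1 the paper gives 3.49 against 2.86 here, and 8 kinds of planned setting closed the gap, namely PLIER (3.12), the 6 arrays as separate samples (3.02), the technical arrays averaged with biological replicate 2 (3.23) or left out (3.10), the methods' t-test on 6 RMA arrays (3.02) or 6 PLIER arrays (3.35), and leaving out A16 replicate 2 (3.13) or Colony replicate 2 (3.06), while the others did not. For Spp1 the paper gives 22.24 against 11.6 here; PLIER closed the gap (16.3), and the other planned settings did not, from 9.23 without Colony replicate 2 to 15.5 for the methods' t-test on 6 PLIER arrays.

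The 6 PLIER arrays as log2(value), a setting chosen after seeing the values, gave 67.0 for Adh1, 3.49 for Aldh3a1, 22.2 for Spp1, 12.2 for Egln3, 33.5 for Mmp3 and 3.17 for Rb1, where the paper gives 66.9, 3.49, 22.24, 12.18, 33.52 and 3.17. It gave 1.86 for Hif1a, 1.08 for Vegfa and 1.09 for Ddit3, so the brightest probe sets of these 3 of the paper's called genes stay under a fold change of 2 with it, while the dimmer probe set of Vegfa has -2.51, against the paper's direction. Under 2 is also the brightest probe set of Egfr at -1.99, while a dimmer one has -2.47 where the paper gives -2.46. Table 2 lists Hk2 as not changed in colony cells; Hk2 was not called here in the reported fit (log2 FC -1.19, adjusted p = 0.0608 from limma), but it was called lower at an unadjusted p (0.0149), among other settings; on the 6 PLIER arrays as log2(value) it was not called, with an FC value of -1.95.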

Other observations

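Of the tests in this part, the count over other splits of the arrays was chosen after the result was seen, and chromosome 17 was singled out after its value was seen. Of 33 cell cycle genes 1 rose and 1 fell in Colony against A16 cells: of the D-type cyclins, which carry growth signals into the cycle, Ccnd1 had a log2 FC of 1.46 (adjusted p = 0.000478 from limma, n = 2 cultures per group) and Ccnd2 one of -4.55 (adjusted p = 3.22e-05). The median of this list was -0.19 (camera adjusted p = 0.0653). Of 20 apoptosis genes 1 rose and 1 fell, namely Bcl2l11, a BH3 protein that starts apoptosis in detached cells (log2 FC 1.51 for its brightest probe set, 0.45 over the mean of its probe sets), and Casp6 (log2 FC -1.14), with a median of -0.04 (camera adjusted p = 0.780). Bak1, which opens the outer membrane of mitochondria in apoptosis, had a log2 FC of -1.26 (standard error 0.40, adjusted p = 0.0686) and was called lower in 10 other settings, among them without A16 replicate 1 (log2 FC -1.96); 3 apoptosis genes fell there, and over the mean of all probe sets 0 rose and 3 fell. Of 16 targets of p53 2 fell, the cell cycle inhibitor Cdkn1a (log2 FC -1.37) and the stress gene Gadd45a (log2 FC -2.35), with a median of -0.08 (camera adjusted p = 0.279). Of 16 stem cell and drug efflux genes the transcription factor Klf4 rose (log2 FC 1.69), the efflux pump Abcc1 and the surface protein Cd24 fell (log2 FC -1.25 and -1.02), and the median was -0.05 (camera adjusted p = 0.234). Abcc1 had a log2 FC of -0.97 without A16 replicate 2, and Cd24 one of -0.82 without A16 replicate 2, -0.96 without Colony replicate 1, -0.95 with the technical arrays left out and -0.97 with the 6 arrays as separate samples, which ends both calls. Without Colony replicate 2 the counts of the cell cycle and p53 lists were the same, 2 apoptosis genes fell and 3 stem cell and drug efflux genes fell; without Colony replicate 1, 2 targets of p53 rose, and without A16 replicate 2, 1 stem cell and drug efflux gene fell. Adjusted over each list alone, none of these counts changed.

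Of 18 fibroblast markers 1 rose, the transcription factor Twist2 (log2 FC 1.05, and 0.98 without A16 replicate 1), and 4 fell, among them the surface protein Thy1 (log2 FC -1.31); the median was 0.00 while the mean was -0.33 (camera adjusted p = 0.234). Markers of other cell types moved singly. The receptor Csf1r, which macrophages need, had a log2 FC of 4.01 (standard error 0.19, adjusted p = 4.15e-05 from limma) and was the 1 of 18 macrophage and leukocyte markers that rose, with a median of 0.15 (camera adjusted p = 0.644). Of 11 endothelial markers the receptor Flt1 rose (log2 FC 1.84 for its brightest probe set, 0.66 over the mean of its probe sets; list median 0.10, camera adjusted p = 0.733). Of 12 epithelial markers the keratin Krt8 rose (log2 FC 2.13) and Krt7 fell (log2 FC -2.22; list median -0.00, camera adjusted p = 0.996). Of 9 adipocyte markers the complement factor Cfd fell (log2 FC -1.57; list median 0.06, list mean -0.10, camera adjusted p = 0.829), and of 9 bone and cartilage markers the peptidase Phex rose (log2 FC 2.67; list median 0.07, camera adjusted p = 0.996 in the lower direction). None of 11 skeletal muscle and 5 erythroid markers passed in limma, and since none had a fold change over 2, none passed at an unadjusted p (list medians 0.08 and 0.02, camera adjusted p = 0.996 for both, the first in the lower direction). Adjusted over each list alone, the counts of this paragraph did not change, and without Colony replicate 2 they were the same except for 1 skeletal muscle marker that fell; without Colony replicate 1, 1 skeletal muscle marker rose, and with PLIER as log2(value + 16) 1 endothelial marker fell.

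The paper reports more ABCG2 and CD133 protein in colony derived than in A16 cells (Figure 5). On the arrays Abcg2 had a log2 FC of -0.96 (standard error 0.23, adjusted p = 0.0248 from limma, n = 2 cultures per group), under the fold threshold. Abcg2 was called lower with the 6 arrays as separate samples (log2 FC -1.12) and with technical arrays averaged with biological replicate 2 (log2 FC -1.22). Among other settings, it was also called lower with the culture as a random block (log2 FC -1.04) and with PLIER as log2(value) (log2 FC -1.005). With PLIER as log2(value + 16) it was not called (log2 FC -0.90). Its log2 FC was -1.19 without Colony replicate 2 and -1.21 without A16 replicate 2, fits with 1 culture in a group. Prom1, which encodes CD133, had a log2 FC of 0.04 (standard error 0.14, adjusted p = 0.896). Together with Car9 these are the 3 measured genes of the paper outside the pathways of Table 2, of which 0 rose and 0 fell.

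The Colony array of biological replicate 2 may hold RNA of tumour cells, since 1 of its labels names them. Stc1 tests this, because the paper gives it as unchanged in colony and far higher in tumour cells. On this array Stc1 lay at 1.14 times the A16 mean, and at 0.959 and 0.945 times on the other Colony arrays. For this gene that argues against tumour RNA. Towards the paper's tumour values lay Spp1 (RMA intensity 1297 against 752 and 881), Mmp3 (1844 against 1449 and 1542) and Aldh3a1 (836 against 1053 and 875). Aldh3a1 still lay above its A16 arrays (267, 307 and 343), where the paper has it lower in tumour cells. Adh1, Slc2a1 and Pdk1 did not lie towards the tumour values. No tumour array was analysed here, so some tumour RNA is not ruled out. When the 6 arrays were split into 3 and 3 in all 10 ways, the real split called 3017 probe sets and the highest of the others called 0 (32 at an unadjusted p); 1 of 10 splits reached the real count, and 10 splits are too few for a share under 0.05.

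The paper's Table 1 gives a gain of chromosome 7 in 14 of 16 Colony and in 2 of 17 A16 karyotypes, so a hypothesis was that genes of this chromosome are higher in Colony cells. The median log2 FC of the 894 genes on chromosome 7 minus that of all genes was -0.0347 (95% bootstrap interval -0.0613 to -0.0103, 10000 resamples of genes), which argues against a gain that raises expression on these arrays. Camera gave chromosome 7 an adjusted p of 0.808. No chromosome passed in this fit; chromosome 17 had the highest median, 0.14 (adjusted p = 0.174), and it passed with the dim probe sets left out (adjusted p = 0.0436) and in no other setting, where the adjusted p ran from 0.126 to 0.991.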
